A study of Mus musculus with 19 samples. Its data were reported in "A framework for the use of single-chemical transcriptomics data in predicting the hazards associated with complex mixtures of polycyclic aromatic hydrocarbons" (2016).

How the data were processed

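Gene expression was measured in the lungs of 18 adult male MutaMouse animals, a transgenic mouse strain used for mutation assays. The mice received olive oil or a defined mixture of 8 polycyclic aromatic hydrocarbons by oral gavage on 28 consecutive days, and tissue was taken 72 h after the last dose. Per the labels, the groups were a vehicle control (D0, 5 mice) and 15, 30 and 60 mg benzo[a]pyrene equivalents per kg body weight per day (D1, 4 mice; D2, 5 mice; D3, 4 mice). Each of 19 Agilent SurePrint arrays carried lung RNA labelled with Cy5 (red) and a common reference RNA, pooled from mouse cell lines, labelled with Cy3 (green). Mouse 35 of D3 had a pair of arrays, which by their numbers were taken to come from 1 animal and were averaged. The animal number of the array labelled D2 Mouse 23 falls among the D1 numbers, and the group sizes in the study's methods also place 1 more mouse in D1 and 1 fewer in D2. The array was kept in D2 as labelled, and the alternatives without it and with it in D1 were computed.

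The arrays lay on 3 slides with 8, 7 and 4 arrays, and each slide was scanned on 1 day. Every slide held all 4 groups, so slide could be tested as a block. The array column on the slide followed the dose (column 1 for D0 through column 4 for D3) on every slide, so column and dose cannot be told apart in the ratios.

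The deposited scanner files hold spot intensity values as median pixel brightness, without normalization, and a second set of intensity values that the scanner software had corrected for background and dye. The deposited series table holds log2 ratios of red over green that the authors had normalized. The Pearson correlation across probes between the ratios computed here and that table was between 0.995 and 0.998 for every array. The software release and scanner named in the file headers are not those named in the study's methods, and the headers were followed.

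Each array had 62976 spots, of which 3671 were controls. Control spots and spots with an outlier mark from the scanner software (171 to 323 per array) were left out. Median signals without background subtraction, as in the study's methods, were normalized within each array by loess (span 0.3), and the spots of a probe were averaged as log2 ratios of red over green. Of 55681 probes, 80 had no spot left in some mice and were not used. A probe was tested where its red signal was well above background, by the scanner software's mark, in at least 4 mice of 1 group, which left 30999 probes. The share of spots well above background was 54.5% to 64.7% per array in red and 47.0% to 61.7% in green, and no spot was saturated. The number of arrays per group limits the precision of every value given. Gene symbols came from matching 27235 of 28685 RefSeq-type identifiers in the scanner files to a RefSeq gene table of assembly GRCm38.p6, without versions. No coordinates of that assembly are used.

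Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), in 1 model over all 4 groups that shared 1 estimate of the spread. A probe was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.5-fold. Each dose was compared with D0 and with the next dose, and a linear trend over dose was tested; trend calls needed a fitted 1.5-fold change from D0 to D3. The study used MAANOVA with residual shuffling, which was not installed. Residual shuffling with 100 shuffles was run as an alternative. No fold is given for a group in which no mouse had the probe well above background. No dyes were swapped, so the ratios are open to dye bias.

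Before the data were examined, the tests, the alternatives, the gene lists and the rule for naming genes were written down. The rule names 17 fixed genes, each by its probe with the brightest red signal. It adds the 6 largest increases and 6 largest decreases at D3, the 3 largest each way at D1 and at D2, and the 2 largest each way between neighbouring doses. These had to be past both thresholds, changed the same way in all mice of the group, and have a gene symbol. The lists tested for pathways were 9: targets of the aryl hydrocarbon receptor (AHR, the receptor that polycyclic aromatic hydrocarbons bind), p53 targets, cell cycle, apoptosis, xenobiotic metabolism, the positive and the negative limb of the circadian clock, B cell receptor and angiogenesis. They were written by hand after the pathways the study named, not taken from a database. The AHR and xenobiotic lists share genes, as do the p53 and apoptosis lists. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 9 lists and 3 doses. Camera with estimated correlations and fry, in its directional and mixed forms, were alternatives. A further 14 lists of cell types and states were each tested as a mean score per mouse by a 2-sided exact permutation test.

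Benchmark doses were computed with curve fits written for this purpose in place of BMDExpress, which was not installed. Probes with a limma F test at unadjusted p under 0.05 and a 1.5-fold change at 1 dose or more were fitted with linear, polynomial, power and Hill curves, and the curve with the lowest Akaike criterion was kept. The benchmark dose was the dose at a 50% change, given up to the highest dose of 60 mg/kg-day. Linear, polynomial and power curves also needed a goodness-of-fit p over 0.1. With 4 groups a Hill curve leaves nothing over to test its fit, so Hill curves were kept without that test. Medians per list needed at least 3 probes. Mice were resampled within groups 100 times, fewer than planned, and a jackknife standard error was added after those results had been seen.

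Alternatives covered normexp background correction with offset 50 (on median signals, since mean signals were not in the files), the scanner software's processed signals, median centring without loess, Aquantile scaling, no filter on dim probes (55601 probes) and a present call at 3 SD above negative controls (32987 probes). They also covered slide as a block (with the first array of mouse 35 alone), the placement of mouse 23, the arrays of mouse 35, the deposited log2 table, the red channel alone, the thresholds, gene symbols in place of probes, the list tests, the benchmark settings and leaving out each mouse in turn. Correlations between doses were set beside 100 simulations of unchanged groups. In each, residuals were shuffled over all 18 mice, and the dose groups shared 1 simulated control group. The steps were tested on simulated data of 30999 probes for D3 against D0. There, 99 of 100 probes with a log2 change of 2 and 98 of 100 with a change of 1 were called. Of the unchanged probes, 4 of 30799 were called. Errors were simulated as independent between probes and without slide effects, so these counts need not hold for the real data. For probes simulated with a linear dose response alone, a true benchmark dose of 17.6 mg/kg-day came back as 17.8 mg/kg-day. Other tools were the R package data.table (version 1.17.8), python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.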

Results

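Lung gene expression after 28 days of oral exposure to the mixture of 8 polycyclic aromatic hydrocarbons was compared with that of vehicle-treated mice, to ask which transcripts and pathways respond and at which dose. The 18 mice fell into D0 (vehicle, 5 mice), D1 (15 mg/kg-day, 4 mice), D2 (30 mg/kg-day, 5 mice) and D3 (60 mg/kg-day, 4 mice), with doses in benzo[a]pyrene equivalents. Values per mouse are log2 ratios of lung RNA over a common reference RNA. The median signal of an array was 114 to 152 in the lung channel and 65.0 to 93.0 in the reference channel. The first principal component held 19.5% of the variance and lay mostly between dose groups (77.5% of its variance). The second held 15.6% and lay mostly between slides (74.5% of its variance), which each held all dose groups.

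The number of changed probes was lowest at the middle dose and highest at the top dose. Of 30999 probes tested with limma, 328 were called at D1 (184 higher and 144 lower than in D0), 194 at D2 (135 higher, 59 lower) and 753 at D3 (372 higher, 381 lower). These calls covered 204, 152 and 452 gene symbols. The adjusted p alone, without the 1.5-fold threshold, was met by 1484, 641 and 3840 probes. By ratio, median centring in place of loess moved the counts of calls most, to 12, 18 and 98 probes. With slide as a block the counts were 338, 223 and 811, and with mouse 23 counted in D1 they were 284, 221 and 751. D1 and D3 had 4 mice each against 5 in D2, and the difference in count between doses was not itself tested. Without any 1 mouse the counts were 281 to 392 at D1, 166 to 218 at D2 and 645 to 789 at D3.

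**Figure D1:**
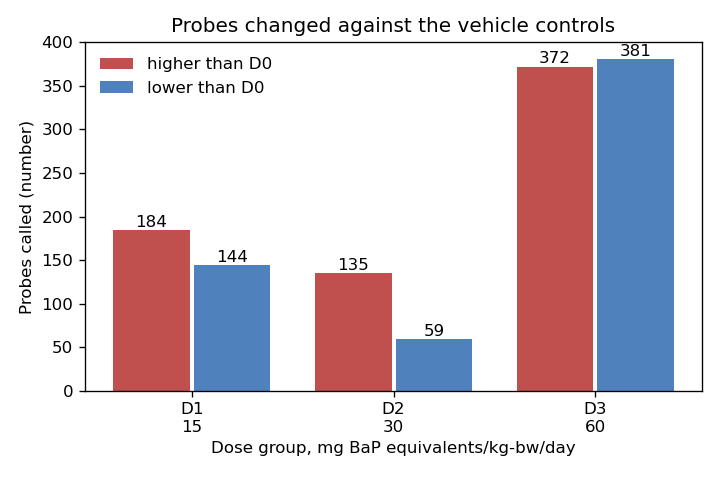
Number of probes called higher (up) and lower (down) than in D0 at each dose in mg/kg-day (limma, adjusted p at most 0.05 and at least 1.5-fold). Bars reach 184 and 144 at D1, 135 and 59 at D2, and 372 and 381 at D3.

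A linear trend over dose was called for 470 probes, 292 rising and 178 falling, and 2409 probes passed the F test over the 3 doses at the adjusted p. Between neighbouring doses, limma called 0 probes for D2 against D1, with 3050 probes at an unadjusted p under 0.05 and also 0 by residual shuffling. Without D2 mouse 28 this count was 58, of which 55 were lower in D2. For D3 against D2, 33 probes were called (29 higher and 4 lower in D3), with 3624 at an unadjusted p under 0.05 and 33 by residual shuffling. Without D2 mouse 28 this rose to 83. It dropped to 16 without D3 mouse 35, to 17 without D2 mouse 30 and to 17 without the array labelled D2 Mouse 23, to 19 without D3 mouse 32 and to 20 without D3 mouse 31.

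A total of 884 probes with 561 gene symbols were called at 1 dose or more, and 96 probes with 68 symbols at all 3 doses. Of the 96, 73 were higher and 23 lower, and 49 grew in size from D1 through D2 to D3. No probe was called in opposite directions at different doses (0 of 884). D1 shared 115 calls with D2 and 227 with D3, and D2 shared 145 with D3. Calls at D3 alone numbered 477, at D1 alone 82 and at D2 alone 30. Across the tested probes, which are not independent replicates, log2 fold changes correlated between D1 and D2 (r = 0.698, rho = 0.627), D1 and D3 (r = 0.774, rho = 0.750) and D2 and D3 (r = 0.759, rho = 0.701). All doses share the same D0 mice. Unchanged groups, simulated by shuffling residuals over all mice and sharing 1 simulated control group, gave a mean r of 0.437, 0.428 and 0.455. The simulated r was as high as the measured one in 9 of 100 simulations for D1 and D2, and in 1 of 100 for each of the other pairs.

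Among AHR target genes, Cyp1b1 (NM_009994) was higher at every dose. Its log2 ratio was -2.05 ± 0.25 (SD, n = 5) in D0 and 0.64 ± 0.59 (SD, n = 4) in D3, and its log2 fold change was 1.66 at D1, 2.42 at D2 and 2.68 ± 0.23 (SE) at D3 (limma adjusted p = 4.75e-07, higher in 4 of 4 mice). Cyp1a1 (NM_009992) went from 0.83 ± 0.15 (SD, n = 5) in D0 to 4.44 ± 1.43 (SD, n = 4) in D3, a log2 fold change of 3.61 ± 0.61 (SE, limma adjusted p = 0.000844, 4 of 4 mice). At D2 its change was 2.96 (limma adjusted p = 0.0089), which had an adjusted p of 0.0833 under median centring. At D1 the change of 1.29 did not pass (limma adjusted p = 0.246, higher in 3 of 4 mice, SD 1.52). Ahrr (NM_009644) was 2.84-, 3.46- and 3.57-fold higher at D1, D2 and D3, each called, although only 1 of 5 control mice had it well above background. With the scanner software's processed signals, where background and dye corrections both differ, its log2 fold change was 3.36, 3.76 and 3.76, against 1.79 at D2 and 1.84 at D3 here. Nqo1 (NM_008706) was called at D3 alone, at a log2 fold change of 0.59 (limma adjusted p = 0.0161) that lies just past the 1.5-fold threshold. It lost its call without D0 mouse 1 (0.47), D0 mouse 5 (0.57), D3 mouse 31 (0.54) or D3 mouse 32 (0.56). The same held with slide as a block (0.57), with the second array of mouse 35 alone (0.57) or both arrays apart (0.55), with the deposited log2 table (0.58), with the red channel alone (0.56) and, by its adjusted p of 0.272, under median centring. Tiparp (NM_178892) was not called at any dose, with changes of 0.10 to 0.16. Cyp1a2 (NM_009993) was not well above background in any mouse and was not tested.

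The p53 target Cdkn1a (NM_007669) rose from -0.84 ± 0.21 (SD, n = 5) in D0 to 2.28 ± 0.13 (SD, n = 4) in D3. Its log2 fold change was 1.95 at D1, 1.96 at D2 and 3.12 ± 0.15 (SE) at D3 (limma adjusted p = 1.52e-10, 4 of 4 mice). Ccng1 (NM_009831) changed by 1.13, 1.17 and 2.19 (limma adjusted p = 9.19e-11 at D3, 4 of 4 mice). Mdm2 (NM_010786) was called at D3 alone, with 0.80 (limma adjusted p = 6.87e-05, 4 of 4 mice, but 0.203 under median centring). At D2 Mdm2 had an adjusted p of 0.029 and a change of 0.41, short of 1.5-fold.

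Of the clock genes, Dbp (NM_016974) was higher at every dose, by 1.35, 1.87 and 1.72 on the log2 scale (0.81 ± 0.61 in D0, SD, n = 5; limma adjusted p = 0.000172 at D3, 4 of 4 mice). Its D1 call had an adjusted p of 0.113 under median centring. Arntl (NM_007489) fell by 1.30 at D2 and by 1.26 at D3 (limma adjusted p = 0.00735 and 0.0038, in 5 of 5 and 4 of 4 mice). Per2 (NM_011066) was higher by 0.88 at both D2 and D3 (limma adjusted p = 0.0144 and 0.00578), and Per3 (NM_011067) by 0.76 and 0.64 (limma adjusted p = 0.0118 and 0.0143). The D2 and D3 calls of Arntl, Per2 and Per3 were all lost under median centring, where the adjusted p was between 0.31 and 0.762. Without D0 mouse 1 the D3 change of Per3 was 0.57, under the fold threshold. Per2 at D1 (0.61, limma adjusted p = 0.0776) passed without D0 mouse 5 (0.76), with mouse 23 in D1 (0.65) and with the red channel alone (0.63). Without D0 mouse 5 so did Nr1d1 (NM_145434) at D1 (0.69, against 0.55 with all mice). With all mice, Nr1d1, Per1 (NM_011065) and Clock (NM_007715) were not called at any dose, and Clock at D3 had a change of -0.39 (limma adjusted p = 0.0561). Npas2 (NM_008719) was not called either. It was not well above background in any D1 or D3 mouse, and no fold is given for these groups.

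**Figure D2:**
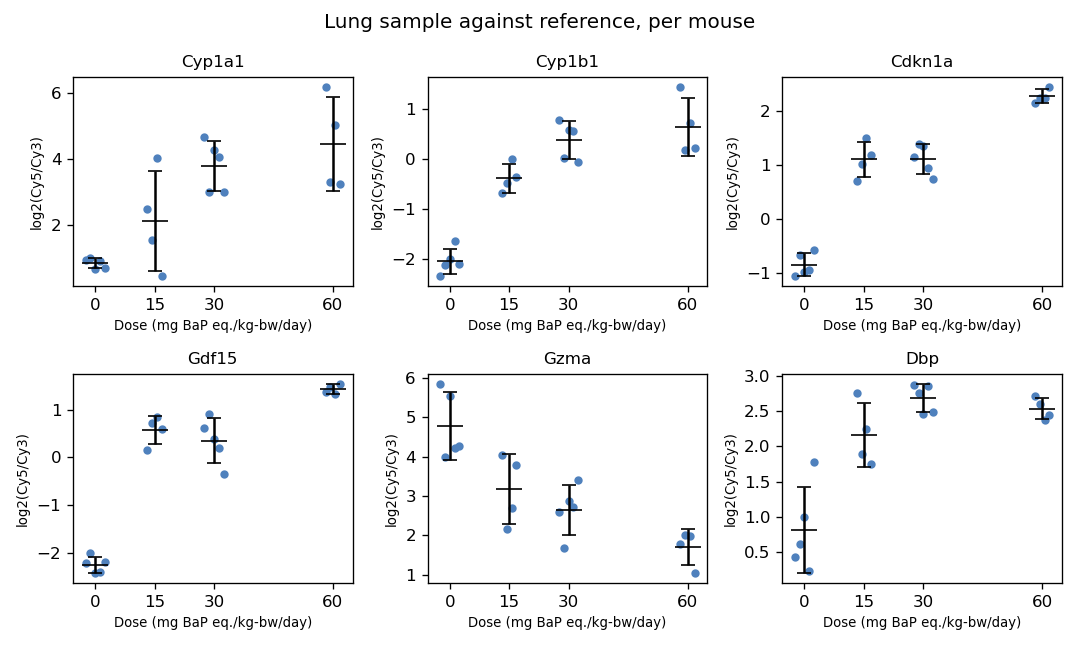
Log2 ratio of lung over reference RNA against dose in mg/kg-day for Cyp1a1, Cyp1b1, Cdkn1a, Gdf15, Gzma and Dbp, with a point per mouse (offset sideways) and bars for the mean ± SD. Gdf15 goes from a mean of -2.26 in D0 to 1.43 in D3, and Gzma from 4.78 to 1.71.

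The largest increase at D3 was that of Gdf15 (NM_011819), from -2.26 ± 0.17 (SD, n = 5) to 1.43 ± 0.10 (SD, n = 4), a log2 fold change of 3.69 ± 0.18 (SE, limma adjusted p = 1.81e-10, 4 of 4 mice). It was followed by Cyp1a1, Cdkn1a, Ces2e (NM_172759, 2.88), Cyp1b1 and Celf5 (NM_176954, 2.22). The largest decrease was that of Gzma (NM_010370), from 4.78 ± 0.86 (SD, n = 5) to 1.71 ± 0.46 (SD, n = 4), a change of -3.07 ± 0.43 (SE, limma adjusted p = 0.00016, 4 of 4 mice). Gpihbp1 (NM_026730) followed with -2.45, Car14 (NM_011797) with -2.15, Klra16 (NM_013794, 1 of 2 probes called) with -1.72, Ccl5 (NM_013653) with -1.68 and Klra4 (NM_010649, well above background in 3 of 4 D3 mice) with -1.67. The limma adjusted p of these genes at D3 was at most 0.000844, and under median centring the call of Ccl5 was lost (0.0766).

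At D1 the largest increases were those of Gdf15 (2.83), Cdkn1a (2.23, by its second probe, NM_001111099) and Ces2e (2.14), and at D2 those of Cyp1a1 (2.96), Gdf15 (2.61) and Cyp1b1 (2.42). The largest decreases at D1 were those of Gzma (-1.60, limma adjusted p = 0.0366), Car14 (-1.49) and Klra16 (-1.30), and at D2 those of Gzma (-2.13), Car14 (-1.79) and Ear10 (NM_053112, -1.52). All 6 of these decreases lost their call under median centring, and those of Car14 also with the scanner software's processed signals. The call of Gzma at D1 was also lost without D0 mouse 1 (-1.33), D0 mouse 3 (-1.41), D1 mouse 22 (-1.27) or D1 mouse 24 (-1.44). Between D3 and D2, Wfdc17 (NM_001081957, 1.45, limma adjusted p = 0.0121) and Stfa1 (NM_001082543, 1.21, limma adjusted p = 0.0358) were higher in D3. Gpihbp1 (-1.46, limma adjusted p = 0.0116) and Krt79 (NM_146063, -0.93, limma adjusted p = 0.00624) were lower. None of these 4 was called under median centring. Wfdc17 was not called with mouse 23 in D1 (1.36). Gpihbp1 was not called with processed signals or without D3 mouse 31 (-1.28). The call of Stfa1 was lost with processed signals, with mouse 23 in D1 (1.14), with the second array of mouse 35 alone (1.15), with the red channel alone (1.17), without D0 mouse 3 or 5 (1.21 each), without D2 mouse 23 (1.14), 29 (1.27) or 30 (1.17), and without D3 mouse 32 (1.14), 34 (0.93) or 35 (1.30).

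Of the 9 gene lists, camera at the preset correlation called 6 at D1, 8 at D2 and 6 at D3. With estimated correlations 3, 4 and 2 were called, which is the alternative that moved these counts most, and with directional fry 5, 6 and 5. The mixed form of fry, which asks whether the genes of a list change in either direction, called 7, 9 and 8. At D3 the p53 and apoptosis lists held under estimated correlations and directional fry. The AHR list and both circadian limbs held under directional fry alone, and the cell cycle list under neither. All 6 held under mixed fry. The p53 list had a mean log2 fold change of 0.64 at D1, 0.67 at D2 and 1.04 at D3 (camera adjusted p = 1.04e-78 at D3, SD between mice 0.03, higher in 4 of 4 mice). At D3, 18 of its 31 probes were called, all higher, and 22 passed the adjusted p over all probes against 24 adjusted over the list alone.

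The cell cycle list was highest at D1, with a mean of 0.62 (camera adjusted p = 4.27e-37), 0.46 at D2 and 0.26 at D3 (9.52e-06). Of its 40 probes 19 were called at D1, 10 at D2 and 3 at D3. At D1, 25 passed the adjusted p over all probes and 35 adjusted over the list alone, and at D3 these numbers were 7 and 8. The mean per mouse was 0.62 ± 0.21 (SD, n = 4) in D1 and 0.26 ± 0.19 (SD, n = 4) in D3, a difference of -0.37 that did not pass a 2-sided exact permutation test (p = 0.0571). The AHR list had means of 0.28, 0.52 and 0.56 at D1, D2 and D3 (camera adjusted p = 0.000337 at D3, 4 of 4 mice), and its median at D3 was 0.07. Its median at D2 was below 0 (-0.004), against the sign of its mean and of camera. At D3, 4 of its 14 probes passed over all probes and 4 adjusted over the list alone. At D1 its camera adjusted p was 0.0692, and it passed without D0 mouse 4 (0.0243), D1 mouse 21 (0.0337) or 25 (0.0411), D2 mouse 23 (0.0451) or D3 mouse 31 (0.0325). It also passed with processed signals (0.00335), median centring (0.00393), no filter (0.00331), mouse 23 in D1 (0.00561), the red channel alone (0.0063), the most intense probe per gene (0.0142) and mixed fry (5.07e-09).

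The apoptosis list moved little, with means of 0.14, 0.10 and 0.17 (camera adjusted p = 0.000181 at D3, 4 of 4 mice), and at D3 13 of its 48 probes passed over all probes and 15 adjusted over the list alone. The circadian positive limb was lower at D3, with a mean of -0.32 (camera adjusted p = 0.0293, 4 of 4 mice). Its 7 probes included 3 that passed over all probes (2 called lower and 1 called higher) and 7 adjusted over the list alone. Without D0 mouse 2 or D3 mouse 32 it was not called at D3 (camera adjusted p = 0.0695 and 0.0775), nor under the methods' present call (0.0753). At D1 (mean -0.23, camera adjusted p = 0.0301) it was not called without D0 mouse 2 (0.0877), D1 mouse 21 (0.094) or D1 mouse 24 (0.0965). The D1 call held with directional fry (adjusted p = 0.0385) but was lost with estimated correlations (0.188) and with mixed fry (0.153). At D2 the mean of this limb was -0.39 and it was called (camera adjusted p = 0.000178), but not with estimated correlations (0.0698). The negative limb was higher, with means of 0.47, 0.78 and 0.65 (camera adjusted p = 4.5e-10 at D3, 4 of 4 mice), and at D3 9 of its 16 probes passed over all probes and 13 adjusted over the list alone.

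The xenobiotic metabolism list was called at D1 (mean 0.11, camera adjusted p = 0.0396) and D2 (0.11, 0.0363) but not at D3 (0.10, 0.154), where its median of -0.001 and its mean differed in sign. Its D1 call was lost without D0 mouse 1 (0.194), 2 (0.0964) or 5 (0.125), D1 mouse 22 (0.0713) or 24 (0.0965), or D2 mouse 30 (0.0516), and with the most intense probe per gene (0.205). Its D2 call was lost without D0 mouse 1 (0.214), 2 (0.0895) or 5 (0.132) or D2 mouse 23 (0.165), 26 (0.0603) or 30 (0.143), with mouse 23 in D1 (0.162), and with slide as a block (0.0531). At D3 it passed without D0 mouse 4 (0.0196), with processed signals (0.0388), with median centring (0.00626), with the red channel alone (0.0308) and with mixed fry (8.76e-17). With estimated correlations and with directional fry it was not called at any dose. At D3, 11 of its 63 probes passed over all probes and 11 adjusted over the list alone. The B cell receptor list was called at D2 alone (mean 0.41, camera adjusted p = 8.05e-08, 5 of 5 mice) and neither with estimated correlations (0.197) nor with directional fry (0.0727), but with mixed fry (0.0481). None of its probes was called at D2 (0 by limma). At D1 it passed without D0 mouse 1 (0.0395). The angiogenesis list was not called by camera or by directional fry at any dose. Mixed fry called it at D1 (adjusted p = 4.96e-08), D2 (0.00811) and D3 (8.11e-17). At D1 and D3 the direction given by camera was up while the means were -0.006 and -0.020. At D3, 7 of its 48 probes passed over all probes and 11 adjusted over the list alone, against 0 and 0 for the B cell receptor list.

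**Figure D3:**
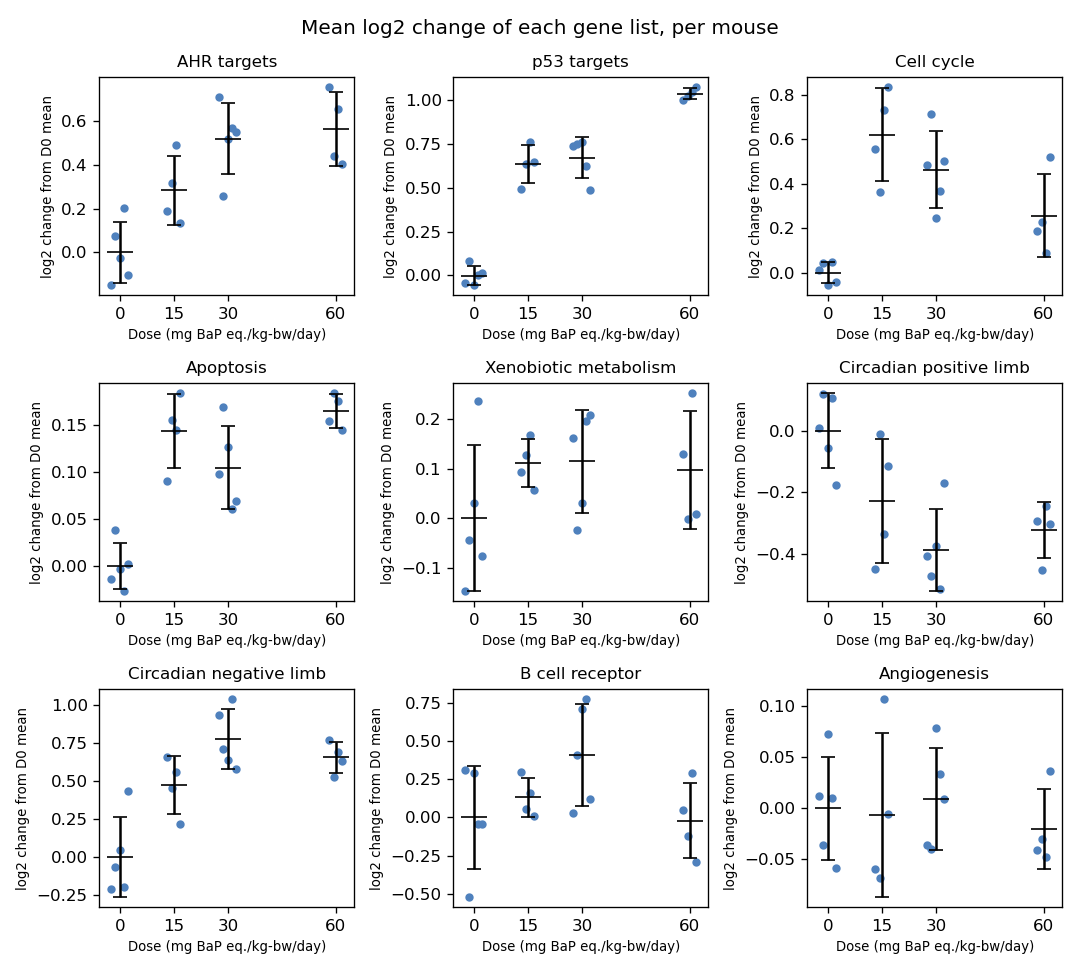
Mean log2 fold change of the probes of each gene list against dose in mg/kg-day, with a point per mouse (offset sideways) and bars for the mean ± SD, relative to the D0 mean. The p53 list lies at 0.64, 0.67 and 1.04 at D1, D2 and D3, and the cell cycle list at 0.62, 0.46 and 0.26.

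For benchmark doses, 948 probes passed the filters and 536 gave a dose, with 222 lost to the goodness-of-fit threshold and 190 to no 50% change within the tested range. The 242 probes with a Hill curve had no goodness-of-fit test. The median was 30.0 mg/kg-day with quartiles of 14.9 and 45.3. A response of 10% in place of 50% moved it most, to 4.59. Resampling mice gave an SD of 3.28, but its central 95% range of 15.4 to 27.8 left out the median itself. Repeated mice in a resample shrink the residuals, and Hill curves were kept for 305 probes on average against 242 in the data, so that this range is biased and is no confidence interval. Leaving out each mouse gave medians of 26.6 to 32.4, with a jackknife SE of 7.25. Per list, the median was 6.85 for AHR targets (4 probes), 14.3 for p53 targets (15 probes), 16.3 for cell cycle (4 of 22 selected probes), 44.4 for apoptosis (3 probes), 10.6 for xenobiotic metabolism (7 probes), 15.5 for the circadian positive limb (3 probes) and 15.6 for the negative limb (10 probes). The B cell receptor and angiogenesis lists had fewer than 3 probes.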

Values the study reported

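The study reported 921 unique differentially expressed genes in at least 1 dose group for the mixture of 8 hydrocarbons. Its observed benchmark doses at a 50% response for this mixture were 25.71 mg/kg-day for AHR signaling, 32.33 for apoptosis, 18.63 for the cell cycle, 19.54 for circadian rhythm, 23.68 for p53 signaling and 32.86 for xenobiotic metabolism.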

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

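The tests of the reference spots were chosen before their results were seen, and the tests of the reference channel only after.

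In 5 of the 160 sets of values per gene or list and dose group, 1 mouse lay far from the rest of its group, by the gap to its nearest neighbour against the range of the group. Chance alone gives about 1 in 20 groups, or 8 of 160, so the number of such mice is not above chance. Tiparp in D1 mouse 21 was at -0.89 (the others at -0.67 to -0.66) and Tiparp in D2 mouse 28 at -0.80 (the others at -0.64 to -0.62). Per2 in D3 mouse 32 was at 1.12 (the others at 1.70 to 1.76), Klra4 in D3 mouse 35 at -3.01 (the others at -2.19 to -2.03) and Ear10 in D2 mouse 28 at 4.98 (the others at 3.39 to 3.69).

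An aberrant reference spot would shift the reference signal opposite to the ratio. The reference signal of these mice departed from the group by -0.084 and -0.121 for Tiparp, -0.144 for Per2, -0.028 for Klra4 and 0.134 for Ear10, each on the same side as the ratio, which argues against that explanation. The lung channel departed by -0.31 and -0.29, -0.75, -0.92 and 1.52, so the differences lie in the lung channel. Klra4 was not well above background in D3 mouse 35, and its value there is limited by the background. A fault of a lung-channel spot and a difference between animals both stay open, and no biological explanation was tested. Mouse 28 and mouse 35 are also among the mice with low cardiac muscle genes, described further on.

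The reference channel, which carried the same RNA on every array, was compared between groups in the same way as the ratios. Limma called 3 probes there at D3, of the genes Ccdc184 (0.84), Rgs9 (0.61) and Sncg (1.44), higher in 4 of 4 mice, and 0 at D1 and 0 at D2 (1019, 779 and 805 probes at an unadjusted p under 0.05). These genes are named because of these calls, after their values were seen. The ratios of Ccdc184 and Sncg were called higher at D3 too. An effect of the array column on both channels would call about as many probes in the reference channel as in the lung channel. It called 3 at D3 against 681 in the lung channel alone, with a median residual SD of 0.105 against 0.152. This argues against such an effect as the source of the D3 calls as a whole. An effect of the column on the red channel alone stays open, because column and dose coincide.

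Signal leaking from the lung channel would raise the reference signal of the probes that rose most in the lung. For the 100 probes with the largest rise in the lung channel (median 1.33) the median change in the reference channel was 0.022. Random sets of as many probes lay between -0.015 and 0.014, so a small leak stays possible. The median of 0.022 is far below the rise of the 3 called probes, but a median over 100 probes cannot exclude a leak at single ones. All 3 also rose in the lung channel (Ccdc184 by 1.75, Rgs9 by 0.81 and Sncg by 1.86), which a leak would require. The size of leak counted as too small was set after the median of 0.022 was seen. The source of the 3 probes stays open, and no biological explanation was tested, since the reference RNA did not come from the mice.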

How the results depend on the processing

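All alternatives below were planned. Each changes 1 choice and keeps the rest, and where no cause is given the cause was not tested. Normexp correction, the filters on dim probes, slide as a block, the deposited log2 table, the red channel alone, residual shuffling, and either array of mouse 35 alone kept every count of called probes within 1.5 times. Aquantile scaling leaves log ratios as they are by construction and so tests nothing.

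The scanner software's processed signals raised the probes changed at D1 to 639, the probes changed at D2 to 348, the probes changed at D3 to 1370 and the probes with a dose trend to 715. They lowered the probes differing between D3 and D2 to 21 and the median benchmark dose to 23.0. Median centring gave 12 probes changed at D1, 18 probes changed at D2, 98 probes changed at D3, 54 probes with a dose trend, 0 probes differing between D3 and D2 by limma (413 at an unadjusted p under 0.05) and a median benchmark dose of 21.1. All 12, 18 and 98 were also called with loess. The share of higher calls went from 56.1% to 100% at D1, from 69.6% to 88.9% at D2, from 49.4% to 82.7% at D3 and from 62.1% to 83.3% for the trend. Median centring also put the median of all probes at 0.17 at D1, 0.12 at D2 and 0.06 at D3, against 0.006, -0.004 and -0.003 with loess. Changes of the size of these shifts are not resolved there, and the cause of the lower counts was not tested.

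Without the fold threshold, by construction, the counts were 1484 probes changed at D1, 641 probes changed at D2, 3840 probes changed at D3, 2024 probes with a dose trend and 56 probes differing between D3 and D2. By gene symbol they were 204 for the probes changed at D1 and 452 for the probes changed at D3, since some genes have several probes and some probes no symbol. The share of higher calls by symbol was 70.6% at D1 and 62.4% at D3. With the arrays of mouse 35 as separate samples, there was 1 of the probes differing between D2 and D1 and 54 of the probes differing between D3 and D2. Leaving out the array labelled D2 Mouse 23 gave 17 probes differing between D3 and D2 and a median benchmark dose of 26.6, and counting it in D1 gave 14. The gene lists changed at D3 numbered 2 by camera with estimated correlations. The median benchmark dose was 4.59 at a response of 10%, by construction of the measure. It was 46.4 with linear curves alone.

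Leaving out each mouse in turn gave 281 to 392 probes changed at D1, 166 to 218 probes changed at D2, 645 to 789 probes changed at D3, 385 to 531 probes with a dose trend, 5 to 7 gene lists changed at D3 and a median benchmark dose of 26.6 to 32.4 (26.6 without D2 mouse 23). The probes differing between D2 and D1 were 0 to 58, with 58 without D2 mouse 28, 1 without D0 mouse 2 and 0 otherwise. The probes differing between D3 and D2 were 16 to 83, with 83 without D2 mouse 28 and 16 without D3 mouse 35. The correlation of fold changes between doses D1 and D2 was 0.604 to 0.737, that between doses D1 and D3 0.709 to 0.792 and that between doses D2 and D3 0.663 to 0.780.

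Without Aquantile and with mouse 23 left out counted once, there were 918 values of gene lists under the alternatives. Of these, 845 kept their direction and side of the threshold, 37 lost and 21 gained a call, and 15 changed direction, all of these in lists not called. For the Angiogenesis list at D1 the direction changed with processed signals (mean -0.036), the deposited log2 table (-0.019) and estimated correlations (-0.006), and its mean was -0.044 to 0.014 without single mice. The Angiogenesis list at D3 (-0.039 to -0.002), the B cell receptor list at D1 (0.002 to 0.209) and the B cell receptor list at D3 (-0.150 to 0.071) changed direction without single mice. Of 2130 values of named genes, 2074 kept direction and side, 52 lost and 4 gained a call, and 0 changed direction. Median centring accounted for 21 of the lost calls.

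No paired analysis was possible because the groups share no replicate numbers. Slide, which held all groups, was used as a block instead. Signal over background limits the comparisons too, since 54.5% to 64.7% of lung-channel spots per array were well above background.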

Other observations

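The tests of the other groupings, cell type lists, cell cycle, cardiac muscle genes and the placement of mouse 23 were chosen only after the result was seen, and the slide block of the natural killer cell list before.

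Whether chance groupings of the same mice give as many calls was counted in 100 splits of the mice, the real one included. For the probes changed at D1, D2 and D3 and for the trend, only the real split reached the count (1 of 100 each), so chance is unlikely for these. The share cannot fall below 1 of 100, and the splits ignore slide. The highest other split gave 218 at D1, 3 at D2, 429 at D3 and 128 for the trend. For D3 against D2 it was 2 of 100, but the other such split gave 77 calls, more than the real 33. The count also fell to 16 without D3 mouse 35 and to 0 by limma under median centring (413 at an unadjusted p under 0.05), so chance is not firmly excluded there. For D2 against D1 limma called 0 probes (3050 at an unadjusted p under 0.05), which any split reaches (100 of 100), so the splits say nothing about that comparison.

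The arrays of mouse 35 correlated with each other at r = 0.987 across probes, above the 170 other pairs of arrays (at most 0.982). Pairs of different mice of 1 group lay at 0.955 to 0.982. By median absolute log2 difference, the mouse 35 pair (0.1134) was level with D2 mouse 28 and D3 mouse 32 (0.1135), which lay on 1 slide. The technical SD per array estimated from the mouse 35 pair was 0.119, against a median residual SD between mice of 0.154. The arrays of mouse 35 lay on different slides, so this technical SD includes any difference between slides.

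The array labelled D2 Mouse 23 was set against the means of the other D1 and D2 mice. Its distance was 0.204 to D1 and 0.221 to D2. The same measure placed 5 of the 8 other mice in the group of their label, and put D2 mouse 28 closer to D1 (0.216 against 0.264). With slide effects removed, its distance was 0.230 to D1 and 0.262 to D2, and 4 of the 8 other mice were placed in the group of their label. This measure cannot tell a D1 mouse carrying a D2 label from a D2 mouse, because it fails on other mice with and without slide. Apart from expression, the animal number and the group sizes in the study's methods point to D1. The array column, which was that of the D2 arrays, goes with the label.

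Gene symbols called at 1 dose or more numbered 561. That is lower than the value quoted from the study above. Counted as probes, the number was 884, within 1.5 times of that value. The study's own list for this mixture gives probes, some without a gene symbol, so the count of symbols here may be in another unit. The median benchmark dose was 6.85 mg/kg-day for the AHR list (quartiles 5.07 and 21.3). That is lower than the value quoted from the study above. It was 14.3 mg/kg-day for the p53 list (quartiles 4.96 and 25.5). That is lower than the value quoted from the study above. It was 10.6 mg/kg-day for the xenobiotic metabolism list (quartiles 6.73 and 47.9). That is lower than the value quoted from the study above. The quoted values for p53 and xenobiotic metabolism lie between the quartiles of these lists, and the quoted AHR value lies above its upper quartile. The medians of 44.4 for apoptosis (higher), 16.3 for cell cycle and 15.5 and 15.6 for the circadian limbs (lower) lay within 1.5 times of the quoted values. The quantity is not the same, since the medians here are over single-probe benchmark doses and those of the study come from curves of the median change per pathway. The lists, the curve fits and the test differ too, and which of these makes the difference was not tested.

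The 14 cell type and state lists at 3 doses made 42 exact permutation tests, of which 0 passed after adjustment. The smallest exact p was 0.00794, which is the smallest that these group sizes allow, and 10 of the 42 tests had an unadjusted exact p under 0.05. A test at that floor passes the adjustment only if several others reach it too, so 0 passing says little about the lists. These tests ignore slide. Permuting labels within slides, with the first array of mouse 35, also gave 0 of 42 tests past the adjusted p and 4 at an unadjusted exact p under 0.05. Such a test could not go below 0.0278 at D1 and D2 or below 0.0556 at D3, so the adjustment was harder still to pass. The mean score at D3 was -0.77 for natural killer cells (exact p = 0.0159, adjusted 0.134), -0.53 for alveolar macrophages (0.00794, adjusted 0.111), 0.75 for neutrophils (0.0397, adjusted 0.2) and -0.65 for heat shock genes (0.0159, adjusted 0.134), each in 4 of 4 mice. At D1 and D2 the neutrophil score was 0.64 and 0.58 (exact p = 0.0238 at each, adjusted 0.143), the alveolar macrophage score 0.03 and -0.57 (0.825 and 0.00794) and the heat shock score -0.06 and -0.41 (0.905 and 0.135). At D3 the neutrophil score was 0.45 without D3 mouse 34, and the heat shock score was -0.38 without D0 mouse 2. The mean score at D3 was 0.19 for T cells, -0.46 for club cells, -0.19 for ciliated cells, -0.29 for alveolar type 2 (AT2) cells and -0.14 for type 1 (AT1) cells. It was 0.02 for erythroid, -0.21 for cardiac muscle, -0.16 for skeletal muscle, 0.08 for adipose and 0.04 for immediate early genes. The exact p of these was 0.103 or more. Without D3 mouse 35 the erythroid score was -0.13 and the cardiac muscle score 0.51, and without D3 mouse 34 the adipose score was -0.27. Without D0 mouse 4 the club cell score was -0.18, the ciliated cell score -0.06 and the immediate early score 0.000. The skeletal muscle score was -0.07 without D3 mouse 35 and the AT1 score -0.09 without D3 mouse 31. At D2 the AT1 score over all mice was -0.16 (exact p = 0.0476, adjusted 0.2, lower in 5 of 5 mice). With labels permuted within slides, the exact p was 0.0278 (adjusted 0.259) for AT1 at D2 and for AT2 at D1.

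All 11 probes of the natural killer cell list were lower at each dose, with mean scores of -0.49 at D1 (exact p = 0.0476, adjusted 0.2, 4 of 4 mice), -0.57 at D2 (exact p = 0.00794, adjusted 0.111, 5 of 5 mice) and -0.77 at D3. At D3 they ranged from -0.14 for Nkg7 to -3.07 for Gzma, and Gzma, Ccl5, Klrb1c, Eomes and Prf1 had a limma adjusted p of at most 0.00582. Gzma and Ccl5 were also named by the rule for large decreases, and the list shares no gene with the T cell list. These probes stand for 10 of the 11 genes listed, since Klrk1 had no probe that passed the filter on dim probes, and natural killer genes are also expressed by other lymphocytes. A lower share of all lymphocytes would lower the T cell list too, but its score was higher (0.19 ± 0.24, SD, n = 4, and 0.09 without D3 mouse 34), which argues against that. With slide as a block the list stayed lower (-0.76), which argues against slide. Fewer natural killer cells, or lower expression per cell, may lie behind the lower list. Neither was tested, and the list did not pass the adjustment over 42 tests, which these group sizes make hard to pass. Column and dose coincide here as well.

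The cell cycle list was higher in D1 (0.62) than in D3 (0.26), and 35 of its 40 probes were lower in D3. The exact permutation test over 70 splits gave p = 0.0571, so the spread between mice is not excluded. That test ignores slide. With slide as a block the difference was -0.34, which argues against slide as its source. With mouse 35 represented by its first array, 2 slides held mice of both groups, and the D1 mouse was higher in 6 of 6 pairs on them. An exact test within these slides gave p = 0.111 and could not go below 0.0556, so it decides nothing.

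Cardiac muscle genes were low in D1 mouse 24 (score -2.35), D2 mouse 28 (-2.43) and D3 mouse 35 (-2.39), against -0.68 to 1.73 in the other mice. The mice were of different groups and not all on 1 slide. A failed hybridisation of 1 array would leave the other array of mouse 35 at a normal level. The second array was at -2.42 and the first at -2.36, which argues against that for mouse 35. Mice 24 and 28 had 1 array each, so this test says nothing about them. In each of mice 24, 28 and 35, 9 of 12 probes lay more than 2-fold below the D0 mean. These included Myh6 (-5.19, -4.89 and -4.92) and Sln (-4.75, -5.01 and -4.82). Nppa, Actc1 and Ryr2 did not. A smaller amount of cardiac tissue in the lung sample, such as the muscle sleeve of pulmonary veins, may explain the low scores. D0 mouse 3 had 5 such probes. Mouse 28 is also the mouse without which the counts of neighbouring doses changed most, to 58 for D2 against D1 and 83 for D3 against D2. None of these calls was a cardiac list probe (0 in both). With mice 24 and 35 still in the fit the spread of such probes stays wide, so this does not decide whether the cardiac genes have a part in it.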
